A study of Arabidopsis thaliana with 24 samples.

How the data were processed

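Transcript abundance was measured in roots and shoots of wild type Arabidopsis thaliana plants 12.5 days old. The plants were grown on medium with 1 mM or 20 mM nitrogen, called low and normal nitrogen below, and were either inoculated with SA187 or mock treated. SA187 is a strain of Enterobacter, a bacterium that lives inside plant tissue and is studied for beneficial effects on its host. The tissue, the inoculum and the nitrogen supply gave 8 groups of 3 biological replicates, 24 libraries in all. Groups and replicate numbers were taken from the sample titles. The tissue and treatment labels did not follow the titles everywhere. Every library titled as root carried the tissue label rosette. The library titled root, mock, 1 mM, replicate 3 had a treatment label that says no treatment, and the library titled root, mock, 20 mM, replicate 3 had the treatment label of low nitrogen. The library titled shoot, SA187, 20 mM, replicate 3 had the tissue label roots. These 3 libraries were kept in the groups of their titles, and every comparison was repeated without them.

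Per the labels' protocols, poly(A) RNA was selected from total RNA and sequenced from a single end as 3′ mRNA libraries (QuantSeq), in which reads come from the 3′ end of transcripts, so that counts do not scale with transcript length. The labels mark the libraries as not stranded. The aligner, the software versions, the genome build and the annotation are not stated there. The deposited values are raw read counts per gene, 1 file per library, written by htseq-count per the file names and the tally lines. No replicates were pooled. Each file held 32744 genes and 5 tally lines for reads given to no gene. The tally lines were left out of library sizes and tests. Of all reads in a file, tally lines included, reads outside any gene made up 1.91 to 5.01%, reads with more than 1 alignment 3.54 to 8.24%, and reads overlapping several genes 0.125 to 0.193%. Symbols were taken from the RefSeq gene table of TAIR10.1, which matched 32548 of the gene identifiers and left 196 without a match; no coordinates are given because the authors' build is not named. The labels mention no molecular identifiers, so counting intervals and floors cover counting error only.

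Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its default minimum count of 10, library sizes were scaled with TMM, and quasi-likelihood models (glmQLFit, glmQLFTest) were fitted with 1 coefficient per group. The 12 libraries of each tissue were fitted together, with 17837 genes tested in root and 17145 in shoot, and contrasts between tissues were taken from a fit of all 24 libraries with 19132 genes. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, and a gene was called when its adjusted p was under 0.05. Standard errors of log2 fold changes were the absolute log2 fold change divided by the square root of the F statistic. CPM, counts scaled to library size, used the TMM-scaled library sizes of the same fit for single genes. Library sizes without TMM scaling, over all genes, were used for the marker sums, the immunity sums and the shoot transcripts in root libraries. The comparisons were low against normal nitrogen in mock and in SA187 plants, SA187 against mock at 1 mM and at 20 mM, and the SA187 by nitrogen interaction, each in root and in shoot, then root against shoot in mock plants at 20 mM, and the difference between root and shoot in the low nitrogen effect and in the SA187 effect at 1 mM. In each tissue the share of genes called for low nitrogen in mock plants whose SA187 effect at 1 mM had the opposite sign was computed. Both effects use the mock 1 mM libraries, which forces some opposition, so the share was also computed in 20 simulated draws in which SA187 changed nothing at 1 mM.

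The study's comparisons, the alternatives, the rule for named genes and 10 gene lists were fixed before the data were examined. The lists covered nitrate and ammonium uptake, nitrate assimilation and response, anthocyanin synthesis, ethylene, sulfur deficiency, immunity, phosphate starvation, iron deficiency, root markers and shoot markers. They were written from general knowledge of these genes. The lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 60 tests of list by comparison, and a list entered a test with at least 3 tested genes. The rule named up to 3 genes per direction and comparison with the largest log2 fold changes among called genes with a mean count of at least 20 in the higher group and no overlap between the 3 CPM values of each group. For interactions and for differences between tissues in an effect it named up to 2 called genes per direction with the smallest p and a mean count of at least 20 in at least 1 group. It added up to 4 called members of each list per comparison, in order of p. It gave 113 genes in 157 combinations of gene and comparison. Of these, 22 overlap an annotated gene on the opposite strand, and their counts are uncertain because the counting is not stated to use strand. The near-identical copy of CYP706A2 is AT4G22690 and that of LDOX is AT4G22870, with 98.4% and 96.0% identity in the aligned part of the last 500 bases. Where all libraries of the lower group had 0 counts, the fold was computed against a floor of 3 counts as a lower bound. With 1 to 3 counts it is a ratio with its exact 95% counting interval.

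Alternatives were RLE size factors, no filter beyond 1 count, a minimum count of 50, the replicate number as a block, thinning of all libraries to the depth of the smallest, leaving out the 3 libraries with conflicting labels, DESeq2 1.42.0, a fit of only the groups compared (of all 24 libraries for the interactions), and leaving out each library in turn. The low nitrogen effect in mock roots was also fitted with the supply taken from the treatment labels. The share of opposite signs was also computed for genes with an absolute log2 fold change over 1 and for low nitrogen genes of the SA187 arm. The gene lists were also tested with fry and with a correlation estimated per list. An offset for the trend with GC content, and shares with no mock 1 mM library in both effects, were chosen after seeing the data. Whether the replicate numbers pair libraries was checked with the correlation of deviations from the group means. The correlations of all same-numbered pairs were above 0.1 only for SA187 against mock in shoot at 1 mM, with 0.20, 0.17 and 0.16, and the blocked values are given beside that comparison. No statement in the labels says what the numbers share. No pair of libraries of a group agreed within sampling noise; the lowest chi-square per degree of freedom was 1.93.

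All tests were run on simulated counts drawn from the means and library sizes of the real libraries, with up to 200 genes changed by a log2 fold change of 1 or 2 in either direction. For root SA187 against mock at 1 mM, 82.3% of 198 changed genes among 17677 were called with the right sign, with 9 unchanged genes called. For shoot SA187 against mock at 20 mM it was 81.2% of 197 genes among 16960. For the interaction it was 70.6% of 197 genes among 17698 in root and 57.9% of 197 among 16956 in shoot. For the difference between tissues in the low nitrogen effect it was 57.0% of 200 genes among 19006. Of 60 simulated list tests, the 2 with a changed list were called by camera, fry and the estimated correlation, and no other was. The simulated genes were drawn independently, so these tests cannot show false calls that come from correlation between genes.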

Results

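The data consisted of 3′ mRNA read counts for 24 libraries from roots and shoots of Arabidopsis plants grown with 1 mM or 20 mM nitrogen, with or without the endophytic bacterium SA187, with 3 libraries in each of the 8 groups. The libraries held 2541900 to 5146000 gene counts each (rounded), with a higher median in root than in shoot. Between 20329 and 21892 genes had at least 1 count in a library. Values below are given as mean ± SD in CPM over the 3 libraries of a group, and log2 fold changes with their standard error (SE). All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named. Where an adjusted p without 1 library is given for a gene, it is the highest among the fits that each left out 1 library of the groups compared.

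Because some tissue labels went against the sample titles, 8 root markers and 9 shoot markers were summed in every library. The root markers came to 656.5 to 838.3 CPM in the 12 libraries titled as root and to 6.75 to 45.8 CPM in the 12 titled as shoot. The shoot markers came to 269.3 to 1775 CPM and to 12010 to 17400 CPM, respectively. No library went against its title, including the SA187 20 mM shoot replicate 3 whose tissue label says roots.

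Root and shoot were first compared in mock plants at 20 mM, which gives the size of the tissue difference. Of 19132 genes tested, 11930 were called, 6373 higher in root and 5557 higher in shoot. The alternative that moved this count most was a minimum count of 50, which tested fewer genes and called 9011. All 8 root markers were called higher and all 9 shoot markers lower, and 10 of 12 tested uptake genes for nitrate and ammonium were called, 8 of them higher in root. AT1G52060 was at 93.3 ± 16.8 CPM (SD, n = 3) in root with 0 counts in shoot, at least 336-fold higher in root, and AT4G22460 was at least 213-fold higher. AGP30 (AT2G33790) had 3955 counts in root and 1 in shoot, a ratio of 2970 with a 95% counting interval of 533 to 117000. AT5G45950 was at 79.6 ± 7.77 CPM (SD, n = 3) in shoot with 0 counts in root, at least 379-fold lower in root. AT1G11850 had 2 counts in root and 4003 in shoot, a ratio of 2670 with an interval of 738 to 22000. AT4G19430 had 1 and 1444, a ratio of 1920 with an interval of 345 to 76000. AT4G22460 overlaps a gene on the opposite strand, and the counting is not stated to use strand.

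The response of roots to low nitrogen was compared first in mock plants. Low nitrogen changed 329 genes in mock roots, 122 higher and 207 lower. Grouping the mock root libraries by their treatment labels, which leaves out 1 library and moves another to the low nitrogen group, left 0 called genes, with 869 at an unadjusted p under 0.05. In the 6 fits with 1 library left out the count ran from 95, without root mock 1 mM replicate 3, to 252, without root mock 20 mM replicate 1. The nitrate transporter NRT2.2 (AT1G08100) rose from 2.56 ± 0.429 to 21.2 ± 0.442 CPM (SD, n = 3), with a log2 fold change of 3.05 (SE 0.24, adjusted p 2.7e-06). AT3G28580 rose by 2.19 (SE 0.25, adjusted p 0.000184) and AT3G28510 by 2.12 (SE 0.27, adjusted p 0.000547) on the log2 scale. NRT2.2, AT3G28580 and AT3G28510 were called in all 6 fits that left out 1 library. AT4G33720 fell, with 97 counts at 20 mM and 2 at 1 mM, a ratio of 46.6 with an interval of 12.6 to 391 (adjusted p 0.0103). AT5G19890 changed by -4.74 (SE 0.93, adjusted p 0.0143) and AT4G14090 by -3.86 (SE 0.71, adjusted p 0.00874). Without root mock 1 mM replicate 3 these last 3 genes were not called, with adjusted p-values of 0.0978, 0.115 and 0.0987. Under the grouping by treatment labels the log2 fold change of AT5G19890 was 0.56 (adjusted p 0.988). AT4G14090 overlaps a gene on the opposite strand.

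Apart from NRT2.2, which is on the uptake list, the listed nitrogen genes named here changed in mock roots by smaller amounts. NRT2.4 (AT5G60770) rose by 1.28 (SE 0.18, adjusted p 0.00124) and NRT2:1 (AT1G08090) by 0.58 (SE 0.10, adjusted p 0.00621) on the log2 scale, both called in all 6 fits with 1 library left out. WR3 (AT5G50200), also known as NRT3.1, rose by 0.42 (SE 0.094, adjusted p 0.0271), with an adjusted p of 0.144 without root mock 20 mM replicate 3. HRS1 (AT1G13300) changed by -0.70 (SE 0.098, adjusted p 0.00121), BT2 (AT3G48360) by -0.69 (SE 0.12, adjusted p 0.00493) and BT1 (AT5G63160) by -0.83 (SE 0.17, adjusted p 0.0151). BT2 and BT1 had adjusted p-values of 0.0509 and 0.085 without root mock 1 mM replicate 3. Of the 11 tested genes for nitrate and ammonium uptake, 4 were called over all genes and 5 when adjusted over the list alone, all higher. Of the 31 genes for nitrate assimilation and response, 3 were called over all genes and 6 when adjusted over the list alone. EBF2 (AT5G25350) of the ethylene list changed by -1.01 (SE 0.11, adjusted p 0.000173) and overlaps a gene on the opposite strand. The iron acquisition genes IRT1 (AT4G19690), FRO2 (AT1G01580) and CYP82C4 (AT4G31940) rose by 1.78 (SE 0.44, adjusted p 0.0489), 1.51 (SE 0.38, adjusted p 0.0496) and 1.61 (SE 0.39, adjusted p 0.0451). IRT1 was called in 0 of 6 fits with 1 library left out, and FRO2 and CYP82C4 in 1 of 6 each. The highest adjusted p-values of IRT1, FRO2 and CYP82C4 were 0.277, 0.297 and 0.25, without root mock 1 mM replicate 2. IRT1 was at 84.4 ± 45.8 CPM (SD, n = 3) at 1 mM and at 24.4 ± 6.82 CPM (SD, n = 3) at 20 mM. The shoot marker RCA (AT2G39730) changed by -1.92 (SE 0.47, adjusted p 0.0458), with 0.342 without root mock 20 mM replicate 2, in which 186 of 199 nuclear shoot transcripts lay above the median of 10 other root libraries. RCA overlaps a gene on the opposite strand.

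With SA187, low nitrogen changed 234 root genes, 110 higher and 124 lower, and 93 genes without root SA187 1 mM replicate 3. NRT2.2 rose by 4.22 (SE 0.27, adjusted p 1.61e-07), NRT2.4 by 2.85 (SE 0.19, adjusted p 1.61e-07) and XPL1 (AT3G18000) by 2.7 (SE 0.22, adjusted p 4.24e-06) on the log2 scale. XPL1 was at 46.1 ± 13.7 CPM (SD, n = 3) at 20 mM and at 302 ± 103 CPM (SD, n = 3) at 1 mM. RAP2.6 (AT1G43160) changed by -3.15 (SE 0.35, adjusted p 0.000125). These 4 genes were called in all 6 fits with 1 library left out. AT4G12490, which overlaps a gene on the opposite strand, changed by -3.93 (SE 0.69, adjusted p 0.00733) and AT4G33720 by -3.55 (SE 0.60, adjusted p 0.00557). Without root SA187 1 mM replicate 3 their adjusted p-values were 0.0545 and 0.0502. The mock and SA187 arms share no library, and 83 genes were called in both, all with the same sign, against 4.32 for independent calls.

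**Figure D1:**
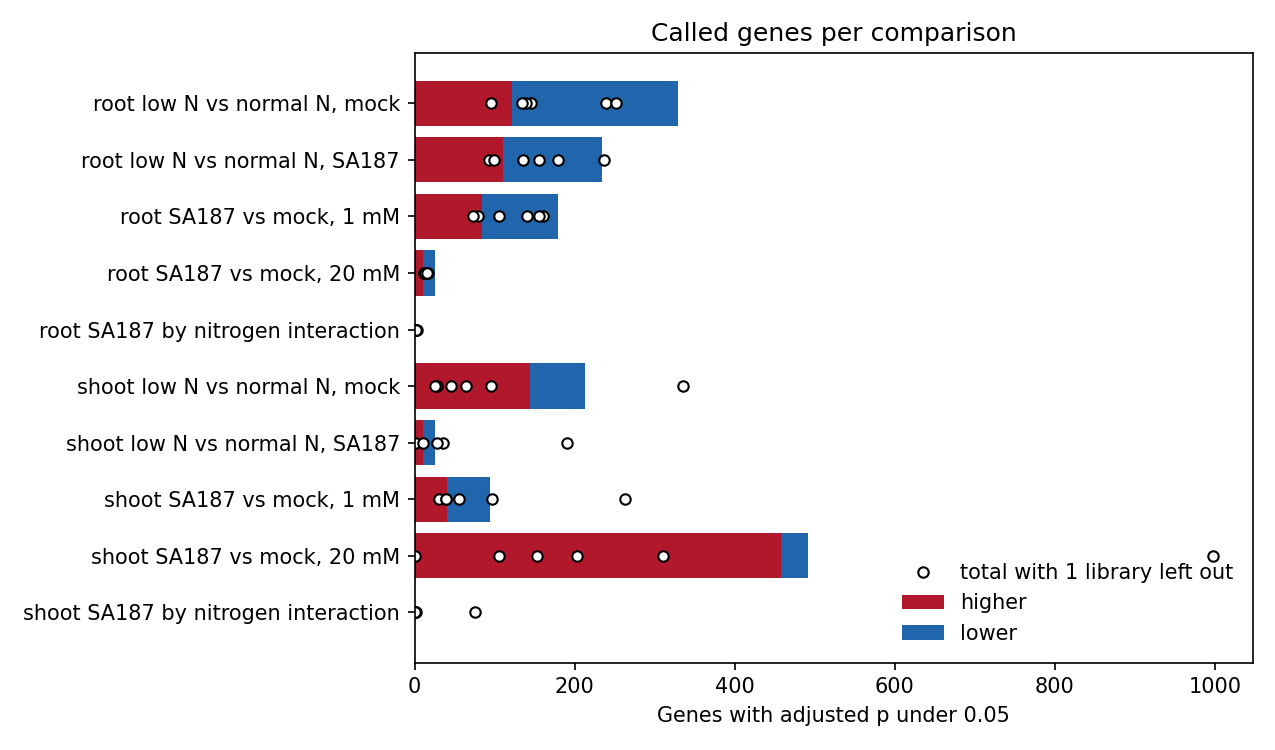
Number of genes with an adjusted p under 0.05 in each within-tissue comparison, with bars from 0 split into genes higher and lower in the group named first. Open circles give the total in each fit that left out 1 library of the groups compared; for shoot SA187 against mock at 20 mM they run from 0 to 997 around 492.

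In shoot, low nitrogen changed 213 genes in mock plants, 144 higher and 69 lower. A fit of only the groups compared called 787. Without shoot mock 20 mM replicate 3 the count was 26, and without shoot mock 1 mM replicate 1 it was 336. CYP81D11 (AT3G28740) rose from 1.74 ± 0.521 to 28.2 ± 6.96 CPM (SD, n = 3), with a log2 fold change of 4.05 (SE 0.34, adjusted p 4.64e-05). UGT74E2 (AT1G05680) rose by 4.05 (SE 0.42, adjusted p 0.000168), and CYP71B22 (AT3G26200) changed by -2.71 (SE 0.27, adjusted p 0.000168). CYP81D11, UGT74E2 and CYP71B22 were called in all 6 fits with 1 library left out. CYP81D11 and AT5G55450 each overlap a gene on the opposite strand. AT4G36700 rose by 3.90 (SE 0.69, adjusted p 0.0113) and AT5G55450 changed by -1.89 (SE 0.33, adjusted p 0.0101). Without shoot mock 20 mM replicate 3 their adjusted p-values were 0.105 and 0.0873. The plastid gene ATCG00550 changed by -3.29 (SE 0.69, adjusted p 0.0282), with 82.4 ± 101 CPM (SD, n = 3) at 20 mM and an adjusted p of 0.157 without shoot mock 1 mM replicate 3. NRT2:1 rose by 2.69 (SE 0.40, adjusted p 0.00347), with 0.0537 without shoot mock 20 mM replicate 3. Of 10 tested uptake genes, 1 was called over all genes and 7 when adjusted over the list alone, all higher.

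In SA187 shoots, low nitrogen changed 26 genes, 11 higher and 15 lower. Fitted with only the groups compared, low nitrogen changed 0 genes. Without shoot SA187 20 mM replicate 2 it changed 0 genes, with 964 at an unadjusted p under 0.05, and without shoot SA187 20 mM replicate 1 it changed 190. SCPL9 (AT2G23010) rose by 1.78 (SE 0.28, adjusted p 0.0188) and BT5 (AT4G37610) changed by -1.58 (SE 0.26, adjusted p 0.0253), with adjusted p-values of 0.16 without shoot SA187 20 mM replicate 2 and of 0.169 without shoot SA187 1 mM replicate 2. BT5 overlaps a gene on the opposite strand. AT4G15390 rose by 2.45, SWEET13 (AT5G50800) rose by 1.74, ATCG00250 changed by -1.65 and AT5G20790 by -1.55, with adjusted p-values of 0.0465, 0.0359, 0.0465 and 0.0413. Each of these 4 genes was called in 2 of 6 fits with 1 library left out. AT4G15390 and ATCG00250 had their highest adjusted p, 0.276 and 0.298, without shoot SA187 1 mM replicate 2. SWEET13 and AT5G20790 had theirs, 0.206 and 0.24, without shoot SA187 20 mM replicate 2.

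The effect of the bacterium on roots was compared at each nitrogen supply. At 1 mM, SA187 changed 179 root genes, 84 higher and 95 lower, and 73 without root mock 1 mM replicate 3. NRT2.6 (AT3G45060) rose from 14.3 ± 6.71 to 55.8 ± 12.8 CPM (SD, n = 3), a log2 fold change of 2.03 (SE 0.25, adjusted p 0.000457). AT4G37220 rose by 2.6 (SE 0.39, adjusted p 0.00225), and NRT2.4 by 0.91 (SE 0.16, adjusted p 0.00731). The iron acquisition genes changed in the direction opposite to their low nitrogen estimates in mock roots. Those estimates were called in at most 1 of 6 fits with 1 library left out, and both comparisons use the mock 1 mM libraries. IRT1 fell from 84.4 ± 45.8 to 8.27 ± 8.46 CPM (SD, n = 3), a log2 fold change of -3.57 (SE 0.54, adjusted p 0.00269). CYP82C4 changed by -3.68 (SE 0.54, adjusted p 0.002) and FRO2 by -2.58 (SE 0.42, adjusted p 0.00485). NRT2.6, AT4G37220, NRT2.4, IRT1, CYP82C4 and FRO2 were called in all 6 fits with 1 library left out. AT1G52820, which overlaps a gene on the opposite strand, rose by 2.00 (SE 0.41, adjusted p 0.0239) and had an adjusted p of 0.197 without root mock 1 mM replicate 3. Of the sulfur list, LSU1 (AT3G49580) changed by -1.16 (SE 0.19, adjusted p 0.0045) and was called in all 6, and SULTR1;1 (AT4G08620) rose by 1.35 (SE 0.27, adjusted p 0.0209), with an adjusted p of 0.197 without root mock 1 mM replicate 3.

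**Figure D2:**
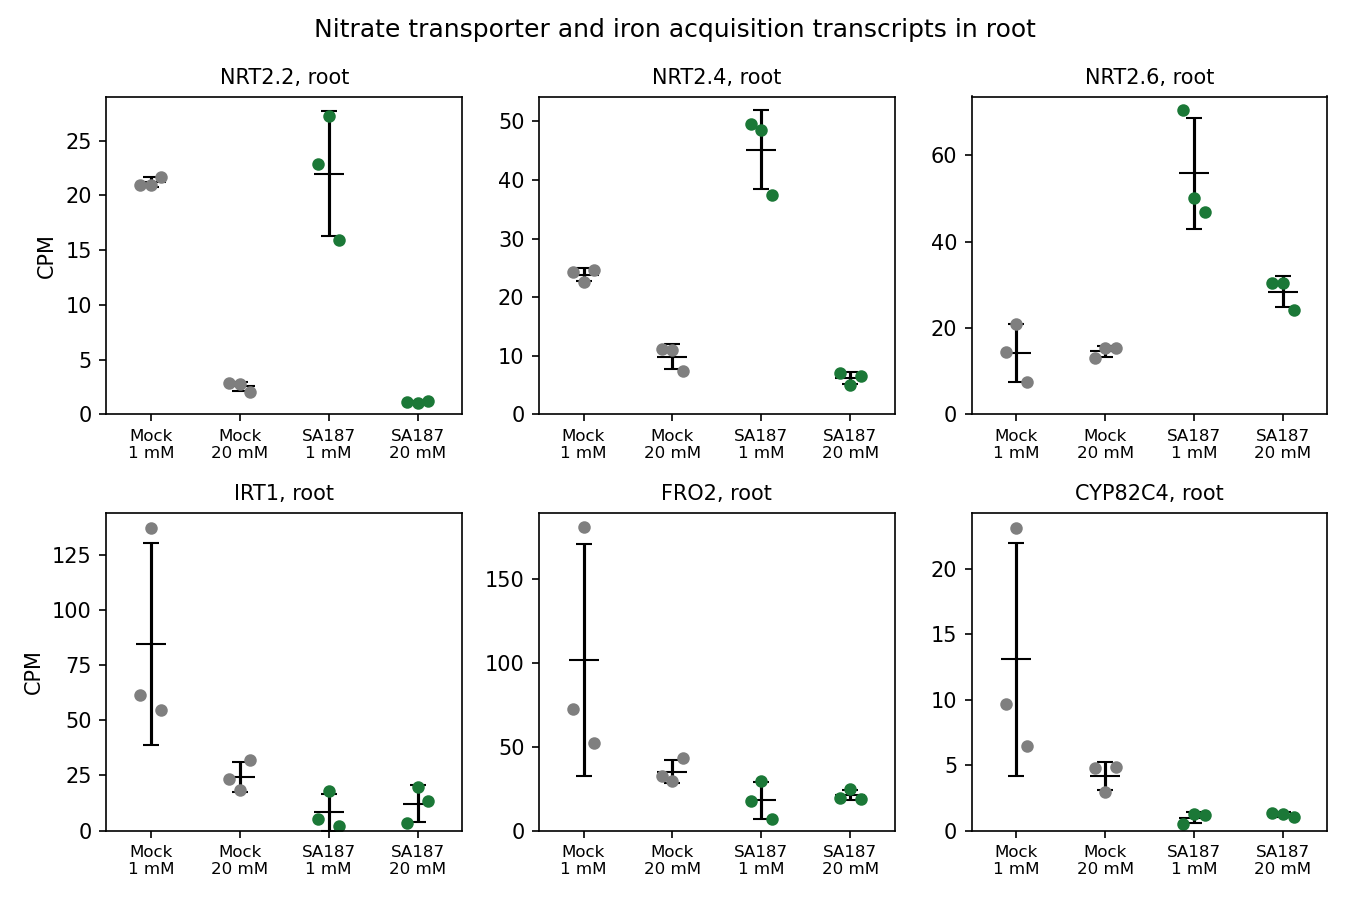
CPM of 3 nitrate transporter genes and 3 iron acquisition genes in root, by inoculum and nitrogen supply. Points are libraries, horizontal marks are group means and bars are the SD of 3 libraries; IRT1 lay at 84.4 ± 45.8 CPM in mock at 1 mM and at 8.27 ± 8.46 CPM with SA187.

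At 20 mM, SA187 changed 25 root genes, 11 higher and 14 lower, and from 12 to 17 in the 6 fits with 1 library left out, with 12 without root mock 20 mM replicate 1. CYP81D11 fell from 59.4 ± 3.24 to 26.5 ± 4.17 CPM (SD, n = 3), a log2 fold change of -1.16 (SE 0.13, adjusted p 0.00045). UGT74E2 changed by -1.36 (SE 0.20, adjusted p 0.00647) and NIT2 (AT3G44300) by -1.16 (SE 0.16, adjusted p 0.0062). CYP81D11, UGT74E2 and NIT2 were called in all 6 fits with 1 library left out. AT2G43620 rose by 3.49 (SE 0.67, adjusted p 0.0487) with values from 18.6 to 277 CPM in the SA187 libraries. AT3G03670 rose by 2.53 (SE 0.44, adjusted p 0.0291) and AT5G37450 by 1.40 (SE 0.26, adjusted p 0.0437). Each of these 3 was called in 1 of 6 fits with 1 library left out, and without root mock 20 mM replicate 3 AT2G43620 and AT3G03670 had adjusted p-values of 0.215 and 0.151. AT5G37450 had an adjusted p of 0.194 without root SA187 20 mM replicate 3. The comparisons at 1 mM and 20 mM share no library, and 16 genes were called in both with the same sign, against 0.251 for independent calls.

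**Figure D3:**
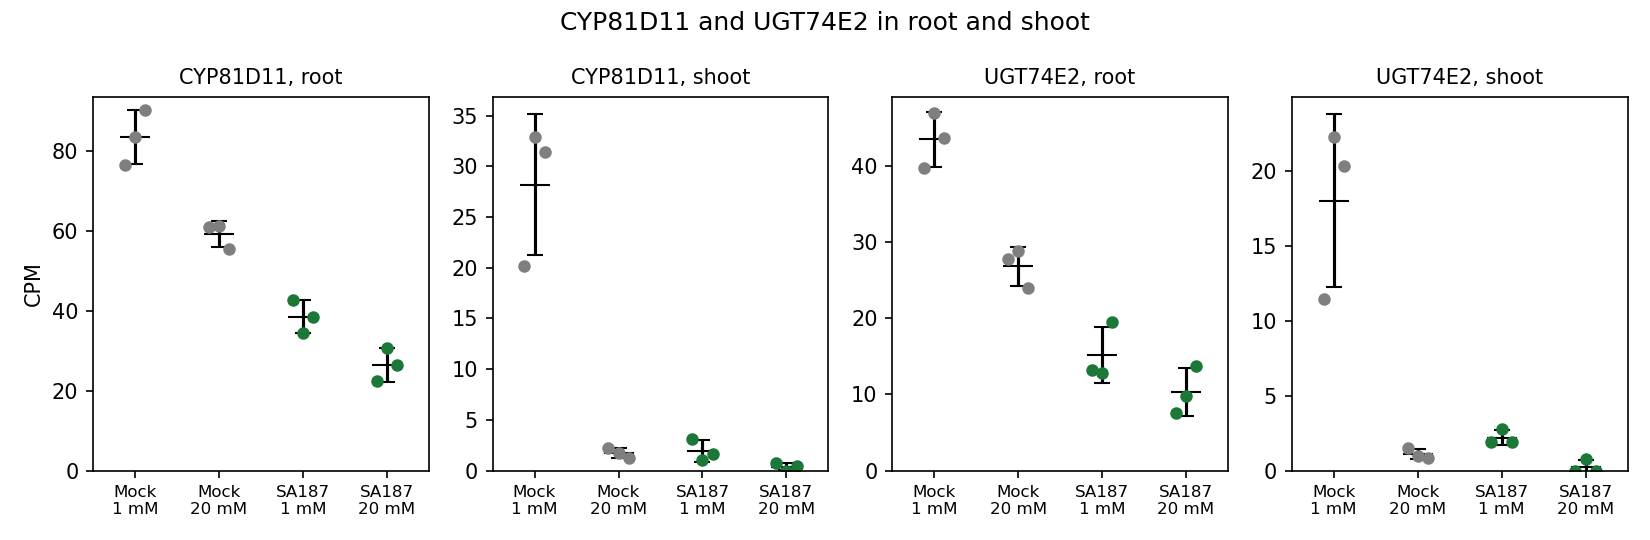
CPM of CYP81D11 and UGT74E2 in root and shoot, by inoculum and nitrogen supply, with vertical scales that differ between panels. Points are libraries, horizontal marks are group means and bars are the SD of 3 libraries; in shoot, CYP81D11 lay at 28.2 ± 6.96 CPM in mock at 1 mM and at 1.92 ± 1.05 CPM with SA187.

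In shoots at 1 mM, SA187 changed 94 genes, 41 higher and 53 lower. With the replicate number as a block, 267 genes were called, including all 94, with 154 higher and 113 lower. Without shoot mock 1 mM replicate 2 the count was 30, 13 higher and 17 lower. Without shoot SA187 1 mM replicate 1 it was 263, 169 higher and 94 lower. Which direction held more genes thus depended on the setting. CYP81D11 fell from 28.2 ± 6.96 to 1.92 ± 1.05 CPM (SD, n = 3), a log2 fold change of -3.89 (SE 0.35, adjusted p 0.000105), and was called in all 6 fits with 1 library left out. PDF1.2 (AT5G44420) rose by 4.04 (SE 0.64, adjusted p 0.00662) and was also called in all 6. LURP1 (AT2G14560) rose by 5.07 (SE 0.83, adjusted p 0.00786), PCR1 (AT1G14880) by 6.82 (SE 1.5, adjusted p 0.0462) and NRT2.5 (AT1G12940) by 3.27 (SE 0.58, adjusted p 0.0132). Without shoot mock 1 mM replicate 3 their adjusted p-values were 0.0718, 0.267 and 0.125. ANK (AT5G54610), which overlaps a gene on the opposite strand, rose by 4.84 (SE 0.96, adjusted p 0.0294) and WRKY70 (AT3G56400) by 2.86 (SE 0.51, adjusted p 0.0143). Without shoot mock 1 mM replicate 2 they had adjusted p-values of 0.164 and 0.119. AT4G36700 changed by -4.20 (SE 0.75, adjusted p 0.0143), with 0.114 without shoot SA187 1 mM replicate 3, and PDF2.1 (AT2G02120) by -3.10 (SE 0.58, adjusted p 0.0211), with 0.16 without shoot mock 1 mM replicate 3.

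At 20 mM, SA187 changed 492 shoot genes, 458 higher and 34 lower. This count rested on single libraries. Without shoot mock 20 mM replicate 3 it was 0, with 1912 genes at an unadjusted p under 0.05, and without shoot SA187 20 mM replicate 1 it was 997. Without shoot SA187 20 mM replicate 3, which is also the library with the conflicting tissue label, it was 106. AT4G11170 had 115 counts with SA187 and 0 in mock, at least 39.1-fold higher (adjusted p 0.0279). AT3G28580 and CCOAMT (AT1G67980), also at 0 in mock, were at least 33.3-fold and 31.6-fold higher (adjusted p 0.027 and 0.0449). Without shoot SA187 20 mM replicate 3 the adjusted p-values of AT4G11170, AT3G28580 and CCOAMT were 0.174, 0.169 and 0.249. LTP3 (AT5G59320) changed by -2.67 (SE 0.53, adjusted p 0.0107), SAG29 (AT5G13170) by -1.67 (SE 0.41, adjusted p 0.0342) and PHI-1 (AT1G35140) by -1.41 (SE 0.28, adjusted p 0.0117). LTP3 had an adjusted p of 0.069 without shoot mock 20 mM replicate 3, and SAG29 and PHI-1 of 0.169 and 0.103 without shoot SA187 20 mM replicate 3.

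Of the 12 immunity genes tested in shoot at 20 mM, 10 were called over all genes and 11 when adjusted over the list alone, all higher with SA187. CYP81F2 (AT5G57220) rose by 3.73 (SE 0.49, adjusted p 0.00364), WRKY33 (AT2G38470) by 2.08 (SE 0.32, adjusted p 0.00534), WRKY70 by 2.95 (SE 0.47, adjusted p 0.00557) and BGL2 (AT3G57260), also known as PR2, by 3.59 (SE 0.66, adjusted p 0.00826). The adjusted p of CYP81F2, WRKY33 and WRKY70 was 0.0652 and that of BGL2 0.075 without shoot mock 20 mM replicate 3. WRKY33 overlaps a gene on the opposite strand. At 1 mM, 1 immunity gene was called over all genes and 10 when adjusted over the list alone. The uptake genes AMT1;1 (AT4G13510), NRT2.5 and WR3 rose at 20 mM by 1.25 (SE 0.23, adjusted p 0.00883), 3.37 (SE 0.63, adjusted p 0.00885) and 1.98 (SE 0.44, adjusted p 0.0204). Their adjusted p-values were 0.0797, 0.0939 and 0.159 without shoot mock 20 mM replicate 3. AMT1;1 overlaps a gene on the opposite strand.

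Whether the SA187 effect differed between 1 mM and 20 mM was tested with the interaction. In root 0 genes were called, with 1042 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.0592. Without a filter on low counts 14 root genes were called, and with DESeq2 12. In shoot 1 gene was called, with 1708 at an unadjusted p under 0.05. It was the myrosinase gene TGG2 (AT5G25980), with an interaction log2 fold change of 1.75 (SE 0.24, adjusted p 0.0383). TGG2 was at 60.8 ± 5.84 CPM in mock and 129 ± 18.3 CPM with SA187 at 1 mM, and at 129 ± 31.5 CPM in mock and 82.0 ± 16.0 CPM with SA187 at 20 mM (SD, n = 3 in each group). It was called in 3 of 12 fits that left out 1 library, with an adjusted p of 0.266 without shoot mock 1 mM replicate 3, the highest of 20 alternatives whose lowest was 2.77e-07. Without shoot SA187 20 mM replicate 1, 76 genes were called in shoot, 7 above 0 and 69 below. The replicate block called 98 shoot genes, 11 above 0 and 87 below. Without a filter on low counts 58 were called (9 and 49), with all 24 libraries in the fit 38 (1 and 37) and with DESeq2 26 (3 and 23). RLE size factors and a minimum count of 50 each called 1, and 0 were called without the libraries with conflicting labels.

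The low nitrogen effect in mock plants differed between root and shoot for 131 genes, with 18 log2 differences above 0 and 113 below. Without shoot mock 20 mM replicate 3 the count was 33, and without shoot mock 1 mM replicate 1 it was 248. The difference was -3.59 for CYP81D11 (SE 0.34, adjusted p 3.11e-06), -1.35 for AT2G17710 (SE 0.17, adjusted p 4e-04), 0.95 for AT3G06530 (SE 0.18, adjusted p 0.0107) and 2.09 for ABCB15 (AT3G28345) (SE 0.40, adjusted p 0.0124). CYP81D11, AT2G17710 and AT3G06530 were called in all 12 fits with 1 library left out, and ABCB15 had an adjusted p of 0.0875 without shoot mock 20 mM replicate 3. NRT2:1 differed by -2.14 (SE 0.41, adjusted p 0.0124), with 0.0714 without that library.

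The SA187 effect at 1 mM differed between root and shoot for 14 genes, 8 above 0 and 6 below, and for 64 without shoot SA187 1 mM replicate 1 and 4 without root mock 1 mM replicate 3. The difference was 2.80 for CYP81D11 (SE 0.36, adjusted p 0.000941), 1.16 for AT2G34300 (SE 0.17, adjusted p 0.00609), -4.28 for CYP706A2 (AT4G22710) (SE 0.66, adjusted p 0.00665) and -2.79 for AT5G67340 (SE 0.44, adjusted p 0.00711). CYP81D11, AT2G34300 and CYP706A2 were called in all 12 fits with 1 library left out, and AT5G67340 had an adjusted p of 0.0541 without shoot SA187 1 mM replicate 3. The reads of CYP706A2 could be divided with the near-identical gene AT4G22690.

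The study combined low nitrogen with a beneficial bacterium, so the SA187 effect at 1 mM was set against the low nitrogen effect. Of the 329 genes called for low nitrogen in mock roots, 299 had an SA187 effect of opposite sign, 90.9%. In 20 simulated draws with no SA187 effect at 1 mM, the shared mock 1 mM libraries gave 53.8 to 64.6%. The opposite sign held for 107 of 122 genes higher at low nitrogen and for 192 of 207 genes lower. Of 213 genes in shoot, 201 had the opposite sign, 94.4%, against 51.6 to 66.3% in the simulated draws, with 140 of 144 genes higher at low nitrogen and 61 of 69 lower. The draws gave the called genes their observed low nitrogen effect and all other genes none. Effects of called genes tend to be overestimated, and genes were drawn independently, while a real library can deviate in many genes together. The simulated ranges may thus lie too low in both tissues. The setting that moved the shares most took the low nitrogen genes from the SA187 arm. It gave 47.0% of 234 genes in root and 34.6% of 26 genes in shoot. In the simulated draws with no SA187 effect at 1 mM, this setting gave 28.8 to 33.4% in root and 31.7 to 37.4% in shoot. The observed share lay above this range in root and inside it in shoot. The draws kept the means of the SA187 20 mM libraries, so they were not free of an SA187 effect. They also called more genes in this arm, 938 to 1094 in root and 1015 to 1131 in shoot, so the ranges are only a rough guide.

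**Figure D4:**
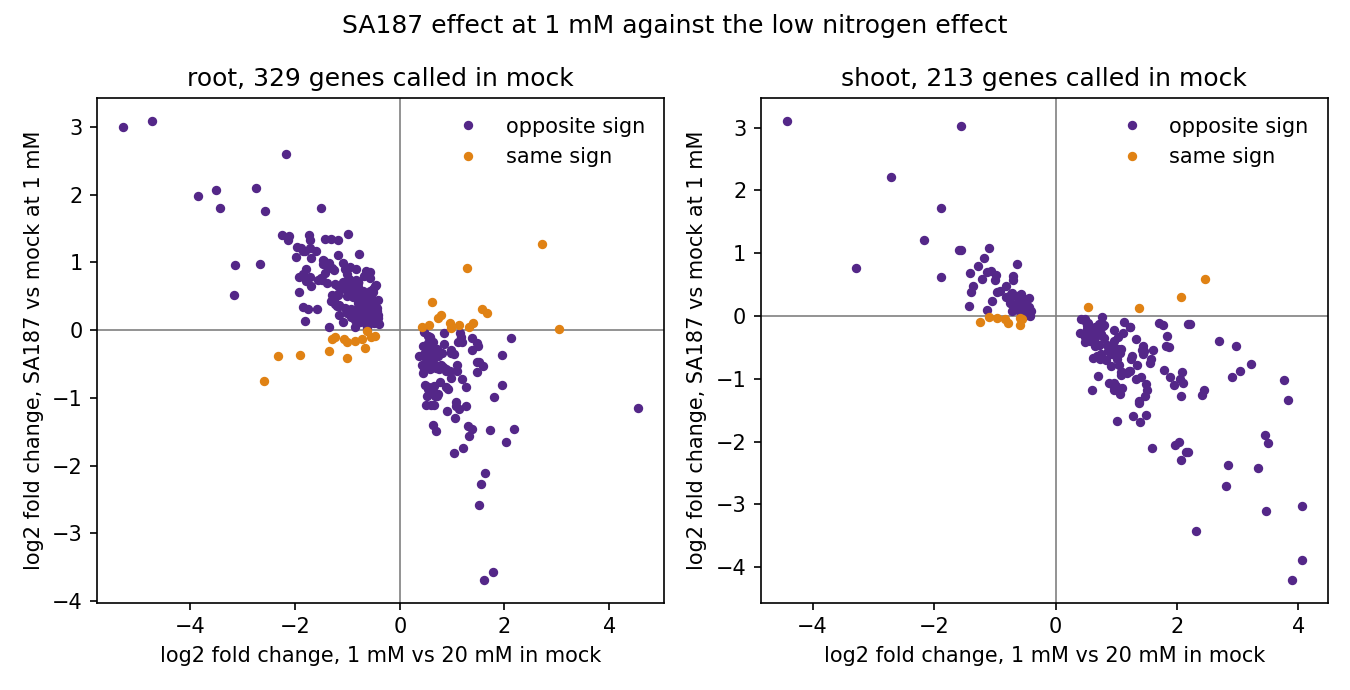
Log2 fold change of SA187 against mock at 1 mM (vertical) plotted against that of 1 mM against 20 mM in mock plants (horizontal) for the 329 root and 213 shoot genes called for low nitrogen in mock. Each point is a gene; 299 root and 201 shoot genes lie in the quadrants of opposite sign.

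The gene lists were tested as sets in the 3 comparisons of each tissue other than low nitrogen with SA187. Of 60 camera tests, 23 had an adjusted p under 0.05. With the correlation estimated per list 0 did, with 7 at an unadjusted p under 0.05, and with fry 4 did. The calls that held under fry were uptake genes and ethylene genes in mock roots at low nitrogen (fry adjusted p 0.0115 and 0.017), immunity genes in root with SA187 at 20 mM (0.0445) and ethylene genes in shoot with SA187 at 20 mM (0.0243). Under the remaining 6 settings 10 of the 23 stayed under 0.05 in each.

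At low nitrogen in mock roots, camera gave uptake genes higher (adjusted p 1.16e-05, median log2 fold change 0.32), ethylene genes lower (0.00645, -0.11), immunity genes higher (0.0131, 0.48) and shoot markers lower (0.000342, -0.88). The ethylene call was lost without replicate 1, with an adjusted p of 0.06. The immunity call was lost at a minimum count of 50, with 3 genes left and an adjusted p of 0.722, the highest of its alternatives. The shoot marker call was made with root mock 20 mM replicate 2, in which shoot transcripts were raised, and had an adjusted p of 0.0189 without replicate 2. In shoot it gave uptake genes higher (0.000978, 0.64), iron deficiency genes higher (0.00731, 0.33), anthocyanin genes higher (0.018, 0.67), sulfur deficiency genes higher (0.0343, 0.19), phosphate starvation genes lower (0.026, -0.35) and shoot markers lower (0.0071, -0.30). Without replicate 2 the adjusted p was 0.316 for sulfur and 0.25 for phosphate genes, without replicate 3 it was 0.356 for anthocyanin genes, and without replicate 1 it was 0.11 for shoot markers. Assimilation and response genes had adjusted p-values of 0.825 in root and 0.44 in shoot.

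With SA187 in root, iron deficiency genes were lower at 1 mM (adjusted p 2.62e-05, median log2 fold change -0.47, 13 of 15 genes lower) and at 20 mM (0.00731, -0.25, 11 of 15). The call at 20 mM was lost without replicate 1, with an adjusted p of 0.42. At 1 mM root markers (0.0118) and shoot markers (0.0111) were higher, the latter with SA187 1 mM replicate 2 holding 183 of 199 nuclear shoot transcripts above the median of the other root libraries. Without replicate 2 the shoot marker test had an adjusted p of 0.851, and without replicate 1 the root marker test had 0.144. At 20 mM immunity genes were higher (2.62e-05, 8 of 8), with 0.108 at a minimum count of 50, which left 3 genes, and uptake genes lower (0.0315, 9 of 11), with 0.25 without replicate 2. In shoot immunity genes were higher at 1 mM (7.8e-09, 12 of 12) and at 20 mM (5e-13, 12 of 12). Iron deficiency genes were lower at 1 mM (0.0486), with 0.0896 with the replicate block and 0.279 without replicate 2. At 20 mM ethylene genes (8.16e-06) and uptake genes (0.0071) were higher, and anthocyanin genes (0.00758) and shoot markers (0.00758) were lower, the anthocyanin call with 0.317 without replicate 2.

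**Figure D5:**
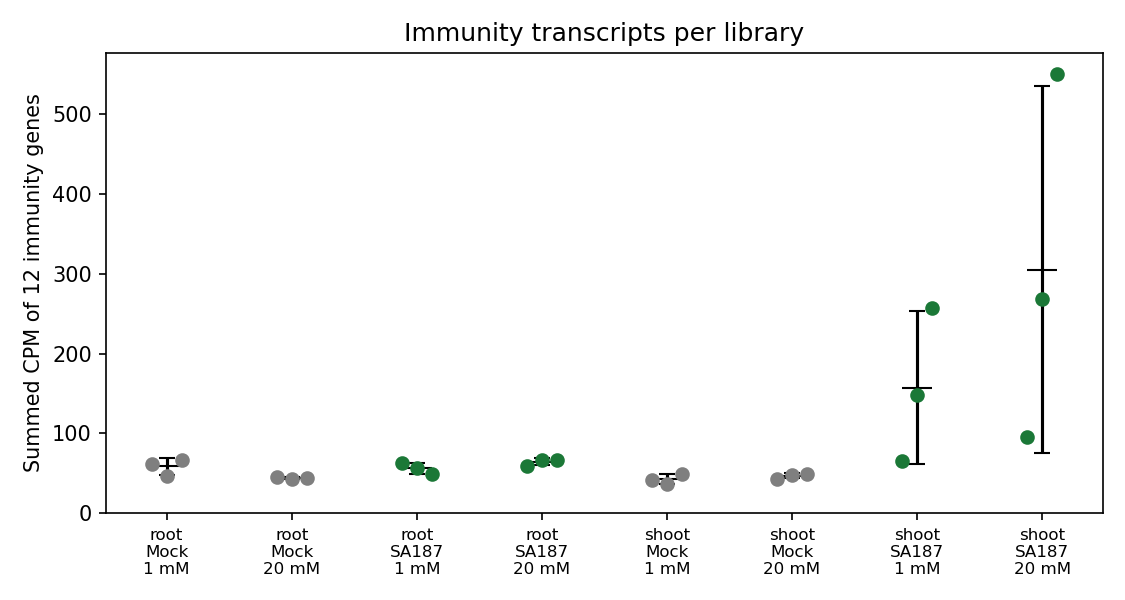
Summed CPM of the 12 immunity genes in each library by tissue, inoculum and nitrogen supply. Points are libraries, horizontal marks are group means and bars are the SD of 3 libraries; mock shoots lay between 36.5 and 49.2 CPM and SA187 shoots between 65.9 and 551 CPM.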

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

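Fits at equal depth were planned as alternatives, but their use as tests of these differences, and the test of exchanged nitrogen supplies, were chosen only after the results were seen, and the fits with an offset for GC content were added after seeing the data.

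The low nitrogen effect in mock plants differed between root and shoot for 131 genes. It drew attention because the difference itself, tested as a contrast of both effects, passed the threshold. Of 50 splits out of 200 possible ones, the real grouping included, only the real one gave as many genes, 1 of 50, and the others gave at most 121. The possible splits include some that mostly exchange the supplies in 1 tissue and so add both low nitrogen effects. Counts of other splits are thus not a measure of chance alone. Low counts in 1 tissue would leave most of the genes poorly measured there, but 112 of the 131 had a mean count of at least 20 in a group of each tissue. When every library was thinned to the same total, 50 of the 131 were called again, which argues against depth for these 50; for the others the loss could come from the fewer counts. With each library's trend with GC content as an offset, 103 of the 131 were called again, and all 131 had a GC value. Conflicting treatment labels raise the possibility that the supplies of root mock libraries were exchanged. On the 234 genes called for low nitrogen in SA187 roots, the lowest score of a mock 1 mM root library was 0.319 and the highest of a mock 20 mM library -0.104, a gap of 0.423, which argues against an exchange. Without the libraries with conflicting labels 28 genes were called, 27 of them among the 131. Shoot tissue in root mock 20 mM replicate 2 stays open for a part of the pattern, since 11 of 11 plastid-encoded shoot transcripts were raised in it; without it 74 genes were called, 73 of them among the 131. Without shoot mock 20 mM replicate 3 the count was 33. A response that depends on the tissue stays open too and was not tested apart from these explanations.

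The SA187 effect at 1 mM differed between root and shoot for 14 genes, again in a test of the difference itself. Of 50 splits out of 200, 2 gave as many, the real grouping with 14 and another split with 22 genes. The possible splits include some that mostly exchange SA187 and mock in 1 tissue and so add both SA187 effects. Counts of other splits are thus not a measure of chance alone. Of the 14 genes, 13 had a mean count of at least 20 in a group of each tissue, 5 were called again at equal depth, and 14 were called again with the GC offset, which argues against low counts in 1 tissue and a GC trend, and for 5 genes against depth. The count was 4 without root mock 1 mM replicate 3 and 64 without shoot SA187 1 mM replicate 1. Reads shared with the near-identical gene AT4G22690 stay open for CYP706A2. As a hypothesis, SA187 may act differently on a small set of genes in root and shoot. The number of genes depended on single libraries, while CYP81D11, AT2G34300 and CYP706A2 were called in all 12 fits with 1 library left out, with highest adjusted p-values of 0.0189, 0.0366 and 0.0347.

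The SA187 effect in shoot differed between 1 and 20 mM for 1 gene, TGG2, in a test of the interaction. Of 100 splits out of 200, 8 gave at least as many genes, the real grouping included, and the highest count was 578. The possible splits include some that mostly exchange SA187 and mock at 1 supply. Those add the SA187 effects of both supplies, so their counts can come from an effect that both share. The splits thus cannot decide about a grouping of the libraries by chance, which stays open. Reads exchanged with the neighbouring gene TGG1 would move it against TGG2, but its interaction log2 fold change was 0.59 (SE 0.17, unadjusted p 0.00289, adjusted p 0.316). At equal depth the adjusted p of TGG2 was 0.0129 and with the GC offset 0.0413, which argues against depth and a GC trend. Over 20 alternatives its log2 fold change lay between 1.53 and 1.91 and its adjusted p between 2.77e-07 and 0.266, with 9 under 0.05. The highest came without shoot mock 1 mM replicate 3. The number of genes depended on the setting. It was 98 with the replicate block, 87 of them below 0, and 38 with all 24 libraries in the fit, 37 of them below 0. It was 0 without the libraries with conflicting labels. At 1 mM the replicate numbers passed the check for pairing, and at 20 mM they did not. A biological interaction stays open as well and was not tested further.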

How the results depend on the processing

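The shares with no mock 1 mM library in both effects and the fits with a GC offset were chosen after seeing the data, and no other alternative of this part was.

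For single genes, 2199 combinations of a named gene, a comparison and an alternative were computed. Of these, 1820 kept their direction and their side of the threshold, 378 kept their direction and were no longer past it, and 1 reversed. Of 157 results for named genes, 156 kept their sign under every alternative, 107 stayed past the threshold under every alternative that kept all libraries, and 73 under every alternative. The reversed result was AT5G19890 in mock roots at low nitrogen, with a log2 fold change of 0.56 (adjusted p 0.988) when the nitrogen supply was taken from the treatment label. That grouping called 0 genes in place of 329, with 869 at an unadjusted p under 0.05. It puts a library titled as 20 mM in the low nitrogen group.

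RLE size factors moved no count of genes by more than 1.5 times, and the root against shoot count stayed between 9011 and 12346 under its 7 alternatives. Without a filter on low counts more genes were tested, and the counts were 272 for SA187 at 1 mM and 70 at 20 mM in root, 14 for the root interaction, 473 for low nitrogen in mock shoots and 142 with SA187, 280 and 907 for SA187 in shoot at 1 and 20 mM, 58 for the shoot interaction and 35 for the tissue difference in the SA187 effect. A minimum count of 50 tested fewer genes and gave 1 for the root interaction, 13 for low nitrogen in SA187 shoots, 298 for SA187 in shoot at 20 mM and 8 for the tissue difference in the SA187 effect. DESeq2 gave 58 for SA187 in root at 20 mM, 12 for the root interaction, 72 for low nitrogen in SA187 shoots, 26 for the shoot interaction, of which 3 were above 0 and 23 below, and 47 for the tissue difference in the SA187 effect; the cause was not tested.

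Fits of only the groups compared gave 497 genes for low nitrogen in mock roots, 125 in SA187 roots, 52 for SA187 in root at 20 mM, 787 for low nitrogen in mock shoots and 0 in SA187 shoots, with 1006 at an unadjusted p under 0.05. The main fits shared 1 estimate of spread per gene over all groups of a tissue. Replicates differed more in SA187 shoots, with a chi-square per degree of freedom of up to 8.93, against up to 4.64 in mock shoots. A shared spread may thus suit neither arm, and whether it moved these counts was not tested. With all 24 libraries in the fit the shoot interaction had 38 genes, of which 0 were shared with the fit of 12 libraries. The cause was not tested. Without the 3 libraries whose labels conflict, fewer libraries entered, and the counts were 27 for low nitrogen in mock roots, 70 and 12 for SA187 in root at 1 and 20 mM, 10 for low nitrogen in SA187 shoots, 149 and 106 for SA187 in shoot at 1 and 20 mM, 0 for the shoot interaction, with 1102 at an unadjusted p under 0.05, and 28 and 4 for the tissue differences in the low nitrogen and SA187 effects.

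With the replicate block the counts were 582 for low nitrogen in mock shoots, 141 in SA187 shoots, 267 and 819 for SA187 in shoot at 1 and 20 mM, 98 for the shoot interaction and 26 for the tissue difference in the SA187 effect. The share of opposite signs in shoot was 87.6% with the block. The check for pairing passed only for SA187 against mock in shoot at 1 mM; elsewhere at least 1 same-numbered pair had a correlation of 0.1 or less. This does not show that same-numbered libraries share nothing there: for low nitrogen in SA187 shoots the correlations were 0.46, -0.06 and 0.38, and what the numbers mark is not known. Among the 23 list tests called, 22 were also called with the block. It removed the call of iron deficiency genes for SA187 in shoot at 1 mM and added that of iron deficiency genes at low nitrogen in mock roots (adjusted p 0.0346), and it changed no other call of the list tests.

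Thinned to the smallest library, low nitrogen in mock roots had 201 genes and low nitrogen in SA187 shoots 14, and the tissue differences had 53 and 6 for the low nitrogen and SA187 effects. These 4 counts were lower at equal depth, while that of the shoot interaction rose from 1 to 4.

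In the fits that each left out 1 library, low nitrogen gave from 95 to 252 genes in mock roots, from 93 to 237 in SA187 roots, from 26 to 336 in mock shoots and from 0 to 190 in SA187 shoots. SA187 gave from 73 to 160 in root at 1 mM, from 12 to 17 in root at 20 mM, from 30 to 263 in shoot at 1 mM and from 0 to 997 in shoot at 20 mM. The interaction gave from 0 to 3 in root and from 0 to 76 in shoot, and root against shoot from 11205 to 11479. The tissue differences gave from 33 to 248 for the low nitrogen effect and from 4 to 64 for the SA187 effect. At the counts of 0, the genes at an unadjusted p under 0.05 numbered 964 for low nitrogen in shoot without shoot SA187 20 mM replicate 2 and 1912 for SA187 in shoot without shoot mock 20 mM replicate 3. The interaction had 0 genes in 10 of 12 fits in root, with 877 to 1216 at an unadjusted p under 0.05, and in 9 of 12 in shoot, with 1102 to 2063. The shares of opposite signs ran from 88.5 to 94.1% in root and from 82.7 to 100% in shoot, and the list tests called from 17, without replicate 2, to 22.

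The share of opposite signs was 47.0% in root and 34.6% in shoot for low nitrogen genes of the SA187 arm. With no mock 1 mM library in both effects the shares were 83.1% and 71.2%. Of 60 list tests, fry called 4, with 14 at an unadjusted p under 0.05, and an estimated correlation called 0, with 7; the cause was not tested.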

Other observations

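All tests of this part were chosen only after the result was seen, except the counts of splits, the share for low nitrogen genes of the SA187 arm and the interaction.

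Other splits of the same 6 libraries were fitted for each comparison of a pair of groups. With 10 splits, the real one included, no share under 0.05 can be had, so the splits alone decide nothing. Of the 10 splits, 1 gave as many genes for low nitrogen in mock roots, in SA187 roots and in mock shoots, for SA187 at 1 mM and at 20 mM in each tissue, and for root against shoot. For low nitrogen in SA187 shoots, 2 of the 10 did, and another split gave 689 genes. For SA187 in shoot at 1 mM, where the numbers passed the check for pairing, 4 splits part all 3 same-numbered pairs. Of these, 1, the real one, gave as many genes. For the root interaction, with 0 genes called and 1042 at an unadjusted p under 0.05, all 100 splits out of 200, the real grouping included, gave at least as many, and the highest gave 230. Any split reaches a count of 0, so these splits cannot decide anything about the root interaction.

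The SA187 effect at 1 mM was mostly opposite in sign to the low nitrogen effect of mock plants. Chance values of the shared mock 1 mM libraries would bring the share to about 50% once no such library is in both effects. It was then 83.1% in root, with 81.2, 84.1 and 86.9% when each library in turn was kept for the SA187 effect. In shoot it was 71.2%, with 93.3 and 95.7% in rotations of 45 and 46 genes and 64.8% of 332 genes when replicate 1 was kept for the SA187 effect. A change particular to the mock 1 mM libraries would leave no low nitrogen effect of the same sign in SA187 plants, but 89.1% of the root genes and 78.4% of the shoot genes had the same sign there. Both shares argue against these explanations as the whole cause. A candidate explanation is that SA187 lessens a part of the low nitrogen response. Low nitrogen genes of the SA187 arm cannot test it, since they are chosen by the response they show with SA187. For single genes it would appear in the SA187 by nitrogen interaction, which called 0 genes in root and 1 in shoot. The simulated interaction missed many changed genes, with 70.6% called in root and 57.9% in shoot. Of genes called for SA187 at 1 mM, 74.3% in root and 85.1% in shoot had the same sign at 20 mM. The explanation thus stays open. Differences in growth or handling of the mock 1 mM plants were not tested.

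Transcripts abundant in shoot, with at least 100 CPM there and at least 20-fold above root, were raised in root SA187 1 mM replicate 2 and root mock 20 mM replicate 2. Shoot tissue in these libraries would raise plastid-encoded and nuclear transcripts together. In root mock 20 mM replicate 2, 186 of 199 nuclear and 11 of 11 plastid-encoded transcripts lay above the median of 10 other root libraries, with median implied shares of shoot RNA of 3.42% and 6.06%, which is consistent with some shoot tissue in it. In root SA187 1 mM replicate 2, 183 of 199 nuclear ones did, with an implied share of 3.34%, but 0 of 11 plastid-encoded ones. The share of chloroplast genes in the counts varied among root libraries, from 0.354 to 0.681%. In this library mitochondrial genes were low too, at 0.309% against a root median of 0.4575%. Fewer organelle reads could hide plastid transcripts from shoot tissue, so the plastid result cannot decide and shoot tissue stays open. Greening of roots was not tested.

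The summed CPM of the 12 immunity genes varied widely among SA187 shoots. In order of replicate number it was 65.9, 148 and 257 CPM at 1 mM (157 ± 95.9, SD, n = 3) and 95.8, 268 and 551 CPM at 20 mM (305 ± 230, SD, n = 3), against 36.5 to 49.2 CPM in mock shoots. Root tissue in shoot libraries cannot account for the high values, since the highest root library was at 67.2 CPM. A batch shared by libraries of the same replicate number cannot be told apart from separate variation of each library, since 2 of 6 pairings of the numbers gave as high a mean correlation of deviations, 0.26 for the real pairing and 0.28 for another. With 6 pairings the test could not give fewer than 1 of 6, so such a batch stays open. Uneven colonisation by the bacterium may be another source and was not tested.

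Genes lower with SA187 in root at 1 mM were followed in shoot, where other libraries were measured. Of 78 such genes tested in both tissues, 62 had a negative log2 fold change in shoot at 1 mM, 79.5% against 50.3% of all genes. At 20 mM it was 34, 43.6% against 53.3% of all genes. Of 51 genes higher with SA187 in root at 1 mM, 38 (74.5%) were higher in shoot at 1 mM and 30 (58.8%) at 20 mM. Of 14 genes lower in root at 20 mM, 13 were lower in shoot at 1 mM and 7 at 20 mM. Of 7 genes higher in root at 20 mM, 6 were higher in shoot at 1 mM and 7 at 20 mM. Called in both tissues were 19 genes at 1 mM, 18 of them with the same sign, against 0.577 for independent calls, and 5 genes at 20 mM, all 5 with the same sign, against 0.518. The values are consistent with a response to SA187 shared by root and shoot at 1 mM, as a hypothesis. The signs in shoot at 20 mM gave no single picture, and whether the shares differ between supplies was not tested, and genes are not independent replicates.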
